A study of Mus musculus with 6 samples. Its data were reported in "The long non-coding RNA Paupar regulates the expression of both local and distal genes" (2014).

How the data were processed

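RNA was profiled in N2A mouse neuroblastoma cells that had been transfected with a non-targeting vector (control, 3 samples) or with a vector expressing a short hairpin RNA against *Paupar* (knockdown, 3 samples), grown in medium with 10% serum. The labels number the samples 1 to 3 in each group. The study's methods call them biological replicates. Labelled DNA was made from 200 ng of RNA per sample and hybridised to Affymetrix Mouse Gene 1.0 ST arrays. According to the methods and the labels, the authors corrected the background, quantile normalised the arrays and summarised probes by RMA, so that the deposited value of each transcript cluster is a log2 expression value; versions of these tools are not given in the sources used here. The values were not filtered before deposit as far as the table shows: it holds 35556 transcript clusters, with array medians between 7.40 and 7.47.

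Clusters were named through the platform annotation: 21789 had 1 gene symbol, 1621 had several and 12146 had none. Of the clusters with 1 symbol, 21698 were matched by Entrez identifier to the RefSeq gene table of the GRCm38.p6 assembly, which changed 0 symbols. Clusters with several or no symbols were left out and name no gene in the text. The annotation is of the platform, not of the study, and no genome build is given with the values, so the assembly was used only for names, chromosomes and neighbours. Of several clusters of a gene the one with the highest mean was kept, which gave 19938 genes, 999 of which had more than 1 cluster. Among 47 changed genes with several clusters, the clusters of 3 pointed both ways.

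As in the study's methods, genes with little variation were removed before the test. The study's methods state a variance cut-off of 0.5. The measure of variation was chosen here: the lower 50% of genes by interquartile range over the 6 arrays were removed, which left 9969 (a filter by sample variance gave 995 changed genes instead of 752). The choice of 1 cluster per gene was also made here. Then knockdown was compared with control by lmFit and eBayes in limma 3.58.1 (R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the moderated ones of limma. *Pax6* and genes that did not pass the filter were taken from a fit to all 19938 genes. Fold changes are knockdown over control, from differences of mean log2 values.

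Before the data were examined, 24 gene lists were fixed. They cover DNA replication, mitosis, E2F and RB family, cyclins, CDKs and CDK inhibitors, p53 targets, replication-dependent histones, chromatin modifiers, synapse, neuronal differentiation, neural progenitors and Notch, Hox genes, interferon response, unfolded protein and amino acid stress, heat shock, cholesterol synthesis, glycolysis and hypoxia, ribosomal proteins, oxidative phosphorylation, small RNA machinery, immediate early genes, markers of glia, of fibroblasts and muscle, and of blood and endothelium, and 14 of the genes named in the study's text. While the lists were drafted, the first and last entries of a results table of the study had been seen, and *Scn9a*, *Fstl4*, *Haus5* and *Haus6* were for that reason taken out of the lists before they were fixed. The lists overlap by at most 3 genes. Each list was tested with camera in limma over all genes, with a preset correlation of 0.01 between genes and adjustment over the 24 lists, and again with the correlation estimated from the data: 12 lists passed with the preset value and 0 with the estimated value, under which 3 had an unadjusted p under 0.05. The form with the estimated correlation has few degrees of freedom with so few arrays, so a list that misses the threshold there may still have shifted. Members past the threshold were also counted adjusted over the list alone. Genes named in the text were set by a rule fixed before the data were examined: the 12 largest rises and 12 largest falls among changed genes with no overlap between groups (symbols that are clone or model numbers and small RNAs left out), the 14 genes from the study's text, up to 4 changed members of each list (or 2 members, given as values only, where none changed), and the measured genes within 1 Mb of *Pax6*. The rule was meant to take every gene of the study's text, but the fixed list held only 14 of them. Genes named outside this rule are marked as such.

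The steps were tested on simulated data with the real means and spreads of the 19938 genes, 3 arrays against 3 and 200 changed genes in each of 20 runs. Of genes changed by 1 on the log2 scale 98.5% were recovered, of genes changed by 0.5 35.8%, and 7.92% of calls were false. A list of 60 genes shifted by 0.3 was found in all 20 runs and an unshifted list in 0. The simulation took means and spreads from the data, not the correlation between genes. That correlation was estimated at 0.650 for the DNA replication list and 0.593 for the mitosis list. The runs therefore do not show how often an unshifted list of correlated genes passes.

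Alternatives were no variance filter, filters by variance or by mean value, cyclic loess, repeated quantile normalization, centring on the median, an intensity trend, robust moderation, array weights, other choices of transcript cluster, a threshold of 0.1, a block for the replicate number, and each array left out in turn. The number of list members past the threshold with each array left out, and 2 more gene lists (homologous recombination and Fanconi, and catecholamine synthesis and storage), were added after the data had been seen, and so was their test without the genes named in the report. The study's other array and sequencing experiments were not analysed here.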

Results

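*Paupar* is a long noncoding RNA transcribed from a locus upstream of *Pax6*, which encodes a transcription factor of the developing eye and brain. Its level was lowered in N2A cells, a mouse neuroblastoma line that grows as an adherent culture and keeps features of sympathetic neurons. Cells were transiently transfected with 1.5 µg of a vector that expresses a short hairpin RNA against *Paupar*, or with a non-targeting control vector, and total RNA was taken 2.5 days later. RNA from 3 control and 3 *Paupar* knockdown cultures was hybridised to 6 whole-transcript mouse arrays, 1 sample per array. The deposited values are log2 RMA values, and the median over 19938 named genes lay between 7.85 and 7.92 on every array. The number of arrays limits the precision of each value. No transcript cluster was assigned to *Paupar* in the annotation used here, so the size of the knockdown on these arrays was not analysed here.

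The first comparison asked which transcripts changed when *Paupar* was lowered. Many genes of DNA replication and mitosis rose upon *Paupar* knockdown, while some genes of neuronal differentiation, of synapses and of glycolysis and hypoxia fell. None of these lists passed as a whole when the correlation between genes was estimated from the data (smallest adjusted p = 0.266). With n = 3 per group that form of the test has few degrees of freedom, so it cannot decide against a shift. For neuronal differentiation the estimated correlation was low (0.024), yet the unadjusted camera p went from 2.83e-07 with the preset value to 0.0158. The loss is therefore not a measure of correlation between genes alone. Among the transcript clusters kept, 1 per gene, *Fstl4*, which encodes a follistatin-like protein, fell most, from 10.31 ± 0.11 to 8.92 ± 0.25 (log2 mean ± SD, n = 3 per group), a 2.62-fold lower level. A second cluster of the sodium channel gene *Scn9a*, named here after its value was seen,, which was not the cluster kept for that gene, had a larger difference (-1.45). *Anp32b*, which encodes an acidic nuclear phosphoprotein, rose most, from 10.46 ± 0.08 to 11.58 ± 0.08, a 2.18-fold higher level. Most changes were small: the median fall was -0.57 and the median rise 0.53 on the log2 scale, and 18 genes fell and 2 rose by more than a factor of 2. Of 9969 genes that passed the variance filter, 752 changed (limma, Benjamini-Hochberg adjusted p under 0.05), of which 514 (68.4%) fell and 238 (31.6%) rose. The knockdown values lay beyond all control values for 737 of these genes. They did so for 31.1% of all genes tested, where chance gives 10%. The count depended on single arrays: it was 242 without control replicate 1, 112 without control replicate 3, 201 without knockdown replicate 1, 138 without knockdown replicate 2 and 1239 without knockdown replicate 3. No gene passed when the transcript clusters without a single gene name were kept in the limma fit (3015 of 17778 clusters had an unadjusted p under 0.05), and 5561 genes passed when arrays were weighted by their spread. Of those 5561 genes, 2896 rose and 2665 fell, so falls were no longer the larger part.

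**Figure D1:**
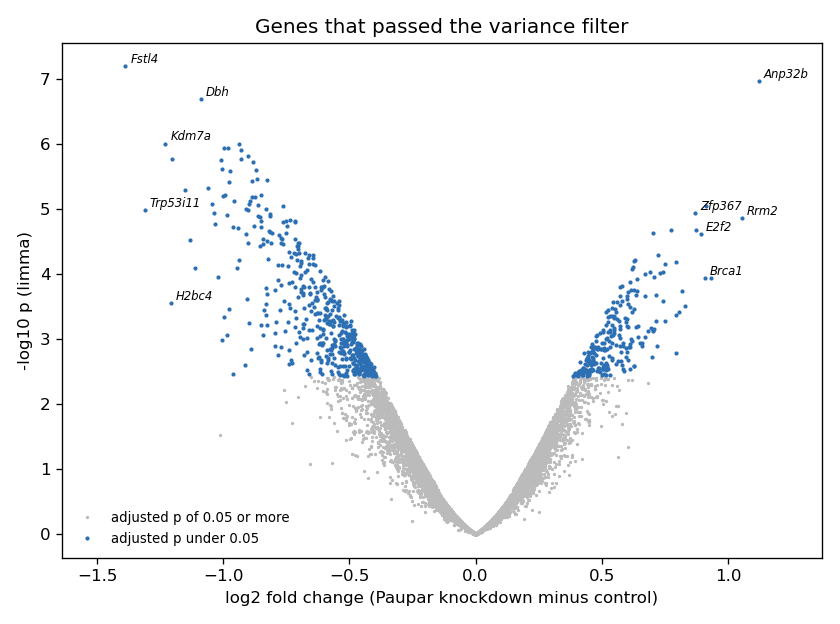
Change of each of the 9969 genes that passed the variance filter (x axis, log2 fold change, knockdown minus control) against the limma p-value (y axis, -log10). Blue points mark the 752 genes with an adjusted p under 0.05, and 514 of them lie on the side of lower expression in the knockdown.

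*Kcnn3*, a calcium-activated potassium channel, was 2.22-fold lower (log2 fold change -1.15, SE 0.16, adjusted p = 0.0023), and *P2rx3*, an ATP-gated cation channel of sensory neurons, was 2.06-fold lower (adjusted p = 0.00266), although a second cluster of *P2rx3* had -0.35 where the cluster kept had -1.04. *Dbh*, which converts dopamine to noradrenaline, was 2.13-fold lower, with little spread between arrays (10.39 ± 0.07 against 9.30 ± 0.12, n = 3 per group, adjusted p = 0.000687). The interleukin 13 receptor subunit *Il13ra1* was 2.30-fold lower (adjusted p = 0.00144) and *Gdap1*, a mitochondrial outer membrane protein of neurons, 2.05-fold lower (adjusted p = 0.0029). *Trp53i11*, *Kdm7a* and *Ssxb3* fell by 1.31, 1.23 and 1.06 on the log2 scale. *Angpt2* and *Ace*, a vascular growth factor and a peptidase that makes angiotensin, fell by 1.13 and 1.11. The histone gene *H2bc4* fell by 1.21, and its knockdown arrays differed widely (SD 0.75, adjusted p = 0.0138). *Fstl4*, *Trp53i11*, *Kdm7a*, *Il13ra1*, *Kcnn3*, *Dbh*, *Ssxb3*, *P2rx3* and *Gdap1* passed whichever array was left out. *Angpt2* missed the threshold without control replicate 1, *Ace* without control replicate 1 or 3, and *H2bc4* without control replicate 1, control replicate 3 or knockdown replicate 2.

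Of the 12 genes with the largest rises, *Rrm2*, *Cdc6*, *Mcm3*, *Cenpm*, *E2f2* and *Ccne2* belong to the fixed cell cycle lists. *Rrm2*, the inducible subunit of ribonucleotide reductase, rose 2.08-fold (log2 fold change 1.06, SE 0.16, adjusted p = 0.00298). *Cenpm*, a centromere protein, and *Ncapg2*, a condensin subunit, rose 1.91-fold and 1.88-fold. The repair gene *Brca1* rose 1.88-fold, and the S phase transcription factors *E2f2* and *Mybl2* rose 1.86-fold and 1.78-fold. *Cdc6*, which loads the replicative helicase, rose 1.83-fold, and *Mcm3*, part of that helicase, 1.74-fold. *Zfp367*, *Cdca7* and *Ccne2* rose 1.83-fold, 1.76-fold and 1.75-fold. *Anp32b*, *Rrm2*, *Ncapg2*, *E2f2*, *Cdc6*, *Zfp367* and *Cdca7* passed whichever array was left out. *Cenpm* and *Brca1* missed the threshold without control replicate 3, *Mybl2* without control replicate 1 or knockdown replicate 2, *Mcm3* without control replicate 3 or knockdown replicate 2, and *Ccne2* without control replicate 3, knockdown replicate 1 or knockdown replicate 2.

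Of 59 measured genes of the DNA replication list, 25 rose, none fell, 30 did not pass the test and 4 did not pass the variance filter. Adjusted over the list alone, 47 rose and 1 fell. The largest rises were those of *Rrm2*, *Cdc6*, *Mcm3* and the single-strand binding subunit *Rpa2* (1.67-fold). Of 66 measured mitosis genes, 25 rose and none fell, and 49 rose adjusted over the list alone. *Cenpm*, the anaphase-promoting complex inhibitor *Fbxo5* (1.73-fold) and the centromere proteins *Cenpi* (1.63-fold) and *Cenpk* (1.58-fold) led this list. The median log2 fold change was 0.47 for the DNA replication list (camera, adjusted p = 4.24e-21) and 0.42 for the mitosis list (adjusted p = 2.93e-25). With an estimated correlation between genes, both lists had adjusted p = 0.324. The study named both classes from these samples, so the lists are not independent evidence of a direction. The mean of the DNA replication list was already uneven among controls: control replicate 1 lay at -0.30, control replicate 2 at 0.18 and control replicate 3 at 0.13 around the control mean, while the knockdown arrays lay at 0.53, 0.50 and 0.35. Without control replicate 1, control replicate 3, knockdown replicate 1 or knockdown replicate 2, the DNA replication genes that passed numbered 3, 2, 4 and 2, and the mitosis genes 2, 0, 2 and 2. Without control replicate 2 they numbered 32 and 28, and without knockdown replicate 3 they numbered 29 and 22. With 1 array left out the medians lay between 0.33 and 0.56 for DNA replication and between 0.30 and 0.46 for mitosis.

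Some regulators of the cell cycle rose too. Of 13 measured genes of the E2F and RB family, 6 rose and none fell (7 rose adjusted over the list alone), with a median log2 fold change of 0.32 (camera, adjusted p = 2.67e-06, and adjusted p = 0.266 with an estimated correlation). *E2f2* and *E2f7* rose 1.86-fold and 1.68-fold, and the E2F dimerization partners *Tfdp2* and *Tfdp1* 1.51-fold and 1.44-fold. Without control replicate 1, 3 of these genes passed, and 2 did without control replicate 3, knockdown replicate 1 or knockdown replicate 2. The list of cyclins, cyclin-dependent kinases and their inhibitors also held other genes, such as *Cdc25a*. Of its 26 measured genes, 5 rose and 1 fell, and 11 rose and 2 fell adjusted over the list alone (median 0.13, camera adjusted p = 0.000772, and adjusted p = 0.324 with an estimated correlation). *Ccne2*, the phosphatase gene *Cdc25a* (1.52-fold) and the kinase inhibitor gene *Cdkn2c* (1.45-fold) rose. *Ccng1*, a p53 target that encodes cyclin G1, fell 1.75-fold. None of the 5 rises passed without control replicate 3, knockdown replicate 1 or knockdown replicate 2, and 2 passed without control replicate 1. These 4 lists held 61 of the 238 genes that rose and 1 of the 514 that fell.

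**Figure D2:**
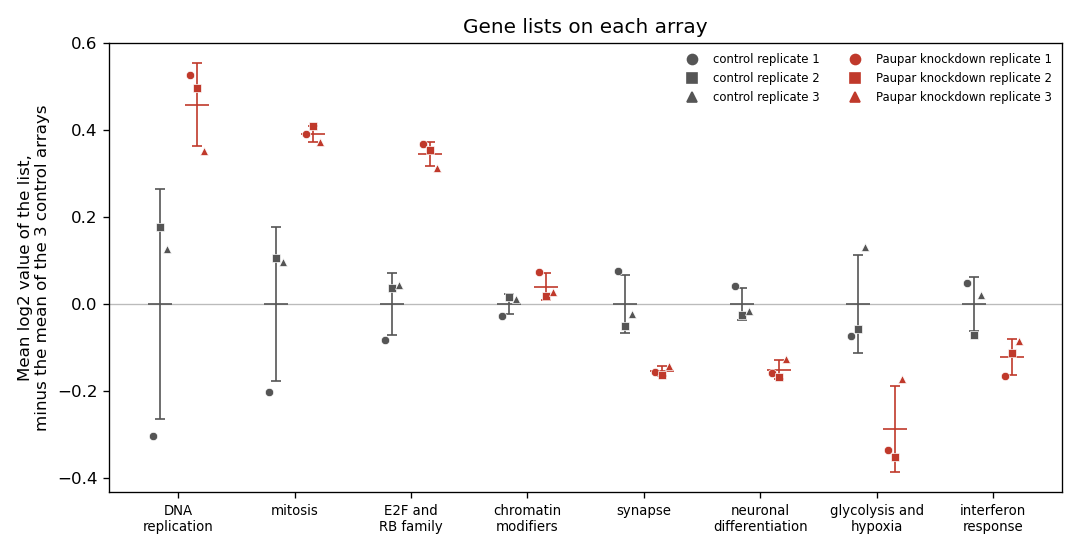
Mean log2 value of 8 gene lists on each array, minus the mean of the 3 control arrays (y axis), for control (grey) and *Paupar* knockdown (red) arrays; bars give the group mean and SD, n = 3, and the marker gives the replicate. The DNA replication list stands at -0.30 on control replicate 1 and between 0.35 and 0.53 on the knockdown arrays.

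Some genes of neuronal differentiation and of synapses fell, and most members of both lists did not pass. Of 78 measured genes of neuronal differentiation, 12 fell, none rose, 32 did not pass and 34 did not pass the variance filter, and 19 fell adjusted over the list alone (median -0.11, camera adjusted p = 1.36e-06, and adjusted p = 0.266 with an estimated correlation). Besides *Dbh*, the granin *Scg3* fell 1.96-fold, the microtubule-associated kinase *Dclk1* 1.80-fold and *Th*, the rate-limiting enzyme of catecholamine synthesis, 1.60-fold. Of 83 measured synapse genes, 12 fell and 1 rose, and 26 fell and 2 rose adjusted over the list alone (median -0.08, camera adjusted p = 6.33e-07, and adjusted p = 0.324 with an estimated correlation). The vesicular monoamine transporters *Slc18a2* and *Slc18a1* fell 1.85-fold and 1.58-fold, the vesicle fusion protein *Vamp1* 1.61-fold and the calcium sensor *Syt1* 1.50-fold. The synapse class was named by the study from these samples and is not independent evidence. The synapse genes that passed numbered 6 without control replicate 1, 1 without control replicate 3, 3 without knockdown replicate 1 and 1 without knockdown replicate 2, and the neuronal differentiation genes numbered 3 without any of these 4 arrays taken singly. *Dbh*, *Scg3* and *Slc18a2* passed in every such fit.

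Chromatin modifiers moved in both directions. Of 103 measured members, 7 rose, 3 fell, 49 did not pass and 44 did not pass the variance filter, and adjusted over the list alone 8 rose and 6 fell. As a whole the list did not pass the test (median 0.05, camera adjusted p = 0.326, and adjusted p = 0.754 with an estimated correlation). That test asks for a shift in 1 direction, so it cannot decide on changes in both. The study reported an enrichment of genes that modify chromatin among its changed genes, which was not tested here. The histone demethylase *Kdm7a* fell 2.34-fold, and 2 probe sets for it gave log2 fold changes of -1.23 and -1.26. The demethylase *Kdm5b* fell 1.65-fold, while the histone methyltransferase *Kmt5a* and the histone chaperone *Asf1b* rose 1.54-fold and 1.51-fold. Between 1 and 3 members passed without control replicate 1, control replicate 3, knockdown replicate 1 or knockdown replicate 2, and *Kdm7a* passed in every such fit. Of 27 replication-dependent histone genes, *H4c3* and *H2bc14* rose 1.48-fold and 1.42-fold, and *H2bc4* and *H1f2* fell 2.31-fold and 1.34-fold (7 rose and 2 fell adjusted over the list alone). Some of these genes may be similar enough to share probes, which was not tested. That list had a median of 0.24 (camera, adjusted p = 0.00056, and adjusted p = 0.731 with an estimated correlation), and its mean on control replicate 1 lay at -0.28 against the control mean. With 1 array left out its median ranged from 0.11, without control replicate 1, to 0.35. The largest camera adjusted p of these fits was 0.125, so the list did not pass in all of them. No histone gene passed without control replicate 1, control replicate 3 or knockdown replicate 2, 2 passed without knockdown replicate 1 or knockdown replicate 3, and 5 passed without control replicate 2. *H1f2* and *H2bc14* passed in 0 of the 6 fits with an array left out.

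Of 32 measured glycolysis and hypoxia genes, 6 fell and none rose, 7 fell adjusted over the list alone, and 28 had a log2 fold change below 0 (median -0.24, camera adjusted p = 9.48e-09, and adjusted p = 0.324 with an estimated correlation). The glycolytic enzymes *Aldoc* and *Eno2* fell 1.95-fold and 1.70-fold, the mitophagy receptor *Bnip3* 1.66-fold and the collagen prolyl hydroxylase *P4ha2* 1.61-fold. The list stood at -0.34 and -0.35 on knockdown replicates 1 and 2 and at -0.17 on knockdown replicate 3, relative to the control mean. Without control replicate 1, control replicate 3, knockdown replicate 1 or knockdown replicate 2, 3, 1, 2 and 2 members passed. Of 52 interferon response genes, 3 fell (6 fell and 1 rose adjusted over the list alone): *Isg20* 1.57-fold, *Rsad2* 1.55-fold and *Mx2* 1.51-fold (median -0.07, camera adjusted p = 0.00056, and adjusted p = 0.324 with an estimated correlation). At most 1 of them passed without control replicate 1, control replicate 3, knockdown replicate 1 or knockdown replicate 2. Without control replicate 2 or knockdown replicate 3, 5 interferon genes passed. The groups overlapped for *Aldoc*, *Eno2* and *Isg20*.

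The other lists held few changes. Of 32 p53 targets, *Trp53i11*, *Ccng1* and *Btg2* (1.73-fold) fell and *Apaf1* rose 1.38-fold. The median of that list was 0.04, its mean -0.05, and camera pointed down (adjusted p = 0.948), with 1 rise and 4 falls adjusted over the list alone. Without control replicate 1, control replicate 3 or knockdown replicate 2, 2, 1 and 2 p53 targets passed. Among 52 neural progenitor and Notch genes *Prom1* and *Hey2* fell 1.62-fold and 1.53-fold (median 0.05, adjusted p = 0.948, the same 2 adjusted over the list alone). Of 48 genes of the unfolded protein and amino acid stress response, *Ddit4*, *Gpt2* and *Slc7a11* fell 1.40-fold, 1.34-fold and 1.33-fold (median -0.02, and 0.00459 with arrays centred on the median, adjusted p = 0.248, with 2 rises and 4 falls adjusted over the list alone). Among 77 oxidative phosphorylation genes *Ndufv3* fell 1.76-fold (median 0.01, with camera pointing down, adjusted p = 0.948). Without control replicate 1 that list passed with a median of -0.05 (camera with the preset correlation, adjusted p = 0.00443), and it missed the threshold without any other array. With an estimated correlation, over all arrays, its adjusted p was 0.987. In the small RNA machinery, which an shRNA vector engages, *Tarbp2* rose 1.42-fold and *Tnrc6c* fell 1.34-fold among 16 genes (median -0.06, adjusted p = 0.315), and among 35 immediate early genes *Btg2* fell and *Klf4* rose 1.33-fold (median 0.01, mean -0.01, adjusted p = 0.948, with 2 rises and 2 falls adjusted over the list alone). *Gpt2*, *Slc7a11* and *Klf4* passed in only 1 of the 6 fits with an array left out, and *Tnrc6c* in 0. *Prom1*, *Hey2*, *Ddit4*, *Tarbp2* and *Apaf1* missed the threshold without control replicate 1, control replicate 3, knockdown replicate 1 or knockdown replicate 2, and *Btg2* without control replicate 1, control replicate 3 or knockdown replicate 2. No member passed among heat shock proteins (median -0.02, adjusted p = 0.563), ribosomal proteins (median 0.02, adjusted p = 0.471), cholesterol synthesis genes (median -0.09, adjusted p = 0.0499, and 0.754 with an estimated correlation) or Hox genes (median 0.10, adjusted p = 0.00512, and 0.731 with an estimated correlation). Their largest values were those of *Chordc1* (-0.39) and *Bag3* (0.38), *Rpl10l* (0.16) and *Rpl34* (0.15), *Tm7sf2* (-0.59) and *Nsdhl* (-0.21), and *Hoxa11* and *Hoxb5* (0.25 each), and adjusted over the list alone 1 heat shock gene rose and 1 fell. Markers of other cell types did not pass either, with *Slc1a2* and *Aldh1l1* at 0.21, *Pdgfrb* at -0.75, *Col1a2* at 0.21, *Vwf* at -0.33 and *Pecam1* at -0.23. The medians were 0.10 for glia (adjusted p = 0.248, and 0.031 without control replicate 1), 0.04 for fibroblasts and muscle (adjusted p = 0.555) and 0.12 for blood and endothelium (adjusted p = 0.248). With an estimated correlation, over all arrays, the glia list had camera adjusted p = 0.754. The cholesterol synthesis list kept its call under only 4 of 13 alternatives. Without control replicate 1 its median was 0.01 (camera, adjusted p = 0.447). Without knockdown replicate 3, 1 heat shock gene, 1 cholesterol synthesis gene and 1 fibroblast and muscle marker fell. Without control replicate 2, 1 fibroblast and muscle marker fell.

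The second comparison took 14 of the genes that the study names in its text, a selection fixed beforehand, of which 11 were measured. *E2f2*, *Cdc6*, *E2f7*, *Cdkn2c* and *E2f8* (1.44-fold) rose and *Kdm7a* fell, and the same 5 and 1 passed adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples. *Sox1* and *Hes1* had log2 fold changes of 0.20 (SE 0.12, adjusted p = 0.30) and 0.11 (SE 0.13, adjusted p = 0.633). *Tubb3*, a neuronal tubulin, stood at 11.35 ± 0.10 in control and 11.30 ± 0.03 in knockdown cells (n = 3 per group, adjusted p = 0.787 over all genes). The study's rise of *Tubb3* was measured by qRT-PCR in stable knockdown clones, not in these cultures. *Sox2* stood at 6.02 ± 0.09 and 6.02 ± 0.07 (adjusted p = 0.998), below the lower quartile of every array (lowest 6.27, control replicate 2). The study calls *Sox2* undetectable in N2A cells, so its values do not show a lack of response. Of the 6 calls, 4 stayed without control replicate 3, knockdown replicate 1 or knockdown replicate 2. *Cdkn2c* missed the threshold without control replicate 3, knockdown replicate 1 or knockdown replicate 2, and *E2f8* without any of these or control replicate 1. The list had a median of 0.24 (camera, adjusted p = 0.00192, and adjusted p = 0.266 with an estimated correlation).

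**Figure D3:**
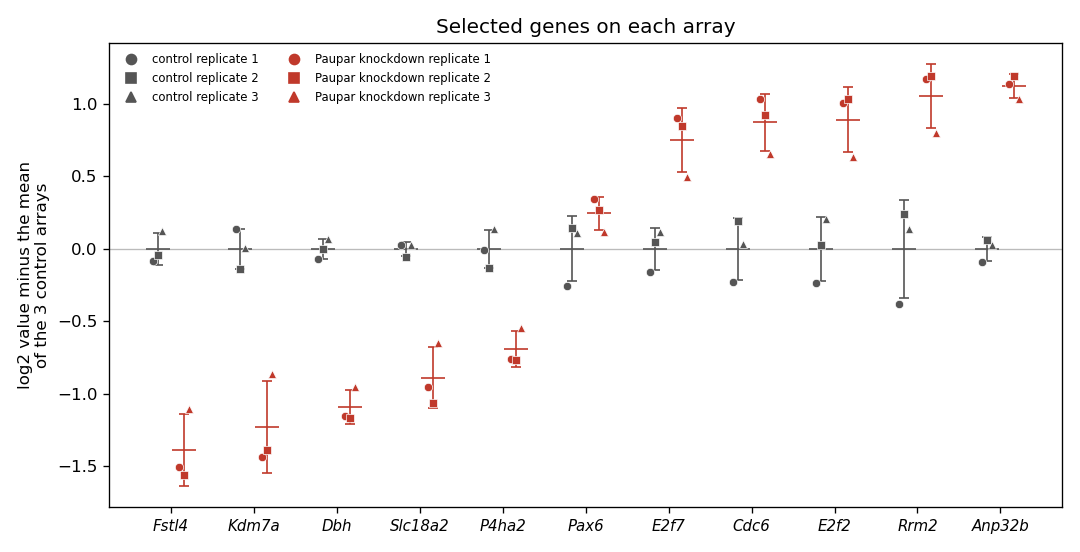
log2 values of *Fstl4*, *Kdm7a*, *Dbh*, *Slc18a2*, *P4ha2*, *Pax6*, *E2f7*, *Cdc6*, *E2f2*, *Rrm2* and *Anp32b* on each array, minus the mean of the 3 control arrays (y axis), for control (grey) and *Paupar* knockdown (red) arrays; bars give the group mean and SD, n = 3, and the marker gives the replicate. The knockdown arrays lie apart from the control arrays for each of these genes except *Pax6*.

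The third comparison asked whether loss of *Paupar* changed *Pax6*, its neighbour, and other genes of the region. *Pax6* stood at 8.58 ± 0.22 in control and 8.82 ± 0.11 in *Paupar* knockdown cells (log2 mean ± SD, n = 3 per group), a 1.19-fold difference (log2 fold change 0.24, SE 0.12) that did not pass the test (limma over all genes, adjusted p = 0.32). An exact two-sided permutation test gave p = 0.2, where 0.1 is the smallest p that 3 arrays against 3 allow. *Pax6* did not pass the variance filter, and its groups overlapped. Of 35 genes annotated within 1 Mb of *Pax6* (neighbours taken from the GRCm38.p6 annotation), 16 were measured. None of these 16 changed, and 9 of them passed the variance filter. *Ccdc73*, *Prrg4* and *Mpped2* had control means of 4.13, 5.14 and 5.86. These lay below the lower quartile of every array (lowest 6.27, control replicate 2), so a change of these genes could be missed. The largest differences were those of *Tcp11l1* (log2 fold change -0.45, SE 0.15, adjusted p = 0.0851), *Depdc7* (0.41, SE 0.14, adjusted p = 0.0985), *Immp1l* (0.36, SE 0.13, adjusted p = 0.11), *Qser1* (0.26, SE 0.12, adjusted p = 0.192) and *Dnajc24* (0.20, SE 0.13, adjusted p = 0.333). *Elp4*, whose gene lies next to *Pax6*, had -0.19, *Them7* 0.13, *Prrg4* 0.13 and *Wt1os* -0.10. *Ccdc73*, *Eif3m*, *Wt1*, *Rcn1*, *Dcdc5*, *Mpped2* and *Gm6306* lay between -0.08 and 0.07. On chromosome 2, which carries *Pax6*, 65 of 860 tested genes changed (7.56%), against 687 of 9073 (7.57%) elsewhere (odds ratio 0.998, 95% confidence interval 0.754 to 1.30, two-sided Fisher's exact test, p = 1). This test treats genes as independent.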

Values the study reported

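The study reported that *Paupar* was reduced by approximately 52% in the profiled cells. It reported 942 genes changed at a false discovery rate under 5%, of which 654 (69%) were lower and 288 (31%) higher in the knockdown. It gave a 1.2-fold higher *Pax6* level on the arrays, which was not significant genome-wide, and a 1.9-fold higher *E2f2* level. In separate qRT-PCR measurements it reported that transient knockdown with distinct shRNAs raised *Pax6*, more so where *Paupar* was lower. The study took the array value of *Pax6* to match that rise. Those measurements were not analysed here.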

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

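The alternatives of normalization and of arrays left out were planned, and so were the tests of the interquartile range of knockdown replicate 3 and of the share of falls. The use of the first 2 as tests of the rise of the DNA replication list, the comparison of the spread among controls with the difference between groups, and the test of a uniform response in knockdown replicate 3 were chosen after these results had been seen.

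The first pattern is the rise of the DNA replication and mitosis lists. Further normalization between arrays did not remove it. The lowest median of the DNA replication list under cyclic loess, repeated quantile normalization or median centring was 0.47. These were run on values quantile normalised before deposit, so an effect of that first step stays open. Without control replicate 1, whose values were low, the medians were 0.33 for DNA replication and 0.30 for mitosis. The low values of that array alone therefore do not account for the rise. A difference in growth state between culture wells, whether or not *Paupar* is its origin, stays open: the list mean differed among the 3 control arrays by 0.48 on the log2 scale for DNA replication, where the groups differed by 0.46, and by 0.31 for mitosis, where the groups differed by 0.39, while for the E2F and RB family it differed by 0.13 among controls and by 0.35 between groups. Here a biological effect of *Paupar* on the cell cycle was not tested apart from growth state, which would need wells matched for growth. By flow cytometry the study reported that cells with less *Paupar* gathered in S and G2 phases. It also reported that additional shRNAs against *Paupar* gave consistent changes of regulated genes by qRT-PCR. Those experiments were not analysed here.

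The second pattern is the smaller effect in knockdown replicate 3, which lay between the groups on the first principal component (47.3% of the variance): 1.43, against 19.1 and 19.9 for the other knockdown arrays and -20.5, -8.16 and -11.8 for the controls. Compressed values on that array stay open: its interquartile range over all genes was 3.54, within the range of 3.38 to 3.59 of the other arrays, and wider than on the other knockdown arrays (3.45 and 3.38), but these values had been quantile normalised, which brings the ranges close together, so the bound set beforehand could not decide on a loss of signal before that step. A uniformly weaker response was tested on genes chosen from a different knockdown array and measured against a control array not used for the choice. Knockdown replicate 3 kept 44.9% of the effect of the remaining knockdown array for genes that fell outside the cell cycle lists (20.1% to 58.4% over 6 choices), 54.4% for other genes that rose (27.0% to 67.8%) and 64.7% for the cell cycle lists (56.8% to 81.5%). Within each choice the cell cycle genes kept more than the genes that fell (by 17.6 to 37.2 percentage points) and more than the other genes that rose (by 10.3 to 30.3), in 6 of 6 choices, but their excess over a uniform loss was 0.08 to 0.30 on the log2 scale on this 1 array, where the DNA replication list differed by 0.48 and the mitosis list by 0.31 among control arrays, so a uniform loss with a different growth state of that well and an uneven loss cannot be told apart.

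The third pattern is the excess of falls over rises. Further normalization between arrays did not remove the excess: the lowest share of falls under 3 other normalizations was 62.2%, against 68.4%. These too were run on values quantile normalised before deposit, so an effect of that first step stays open. Genes near the floor of the array do not account for the whole excess. Among the changed genes with a mean above the median of all genes, 66.7% fell. Among the 61 changed genes with a mean below that median, 86.9% fell. The share was 47.9% among the 5561 genes called with array weights, 64.5% among the 1379 genes with adjusted p under 0.1 and 73.0% among the 1239 genes changed without knockdown replicate 3. Whether it reflects *Paupar* itself was not tested.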

How the results depend on the processing

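The settings below were planned before the files were opened, except the counts of list members given in the report for each array left out. Where no cause is given, the cause was not tested. The number of changed genes was 752 (238 rose, 514 fell), and it was 5561 (2896 rose, 2665 fell) with array weights, which gave control replicate 3 a weight of 4.44 and control replicate 1 and knockdown replicate 3 weights of 0.289 and 0.312. With every transcript cluster of the table in the fit it was 0 (0 rose, 0 fell), so no share of falls exists there. Clusters without a gene name had a median spread within groups of 0.265, against 0.159 for clusters with 1 gene, and with them the prior degrees of freedom of limma went from 10.6 to 3.82 and the smallest adjusted p was 0.093. With adjusted p under 0.1 the number was 1379 (489 rose, 890 fell, 64.5% falls). After a filter by mean value 401 genes rose and 61.5% of the changed genes fell. The share of falls was 62.2% after repeated quantile normalization, 62.3% after median centring and 47.9% with array weights. With 1 array left out the number of changed genes ranged from 112 to 1239, rises from 25 to 334, falls from 87 to 905 and the share of falls from 65.9% to 81.9%. The other settings gave between 612 and 1041 genes. The replicate number as a block gave 680 genes, 615 of them shared with the 752. The deviations of arrays of the same number had correlations of -0.288, 0.0624 and 0.0751. Control replicates 1 and 2 each correlated best with another number, and control replicate 3 with knockdown replicate 3. With so few arrays this cannot exclude a shared day or batch for arrays of the same number.

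*Pax6* missed the threshold under all 13 alternatives, with log2 fold changes from 0.12 to 0.32. The shifts of the DNA replication, mitosis and synapse lists passed under 11 of 13 alternatives each and kept their direction in all. They missed the threshold with an estimated correlation (medians 0.467, 0.421 and -0.0798, adjusted p = 0.324 each) and with fry, which asks a different question (the same medians, adjusted p = 0.113, 0.0735 and 0.0735). With 1 array left out their medians ranged from 0.33 to 0.56, from 0.30 to 0.46 and from -0.15 to -0.06. Over all 13 alternatives the synapse median ranged more widely, from -0.29 to -0.06. Under fry 3 other lists passed: E2F and RB family, neuronal differentiation and the genes named in the study's text (adjusted p = 0.0268 each). The chromatin modifiers list passed under none of the 13 alternatives. Over these alternatives the median ranged from -0.27 to -0.09 for neuronal differentiation and from -0.24 to -0.05 for interferon response. For cyclins, cyclin-dependent kinases and their inhibitors it ranged from 0.10 to 0.36. The odds ratio for chromosome 2 moved above 1 with adjusted p under 0.1 (1.12), and it lay between 0.923 and 1.29 with 1 array left out, never past the threshold.

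Changes of sign met only genes and lists with values near 0 or wide spread. *Sox2* had 0.0196 after median centring and 0.0356 with array weights, *Wt1* 0.0129 after median centring, and *Mpped2* -0.0179 after cyclic loess and -0.0259 after repeated quantile normalization. With 1 array left out, *Sox2* ranged from -0.0366 to 0.0511, *Pecam1* from -0.482 to 0.0418, *Eif3m* from -0.0556 to 0.0279, *Ccdc73* from -0.149 to 0.0048, *Wt1* from -0.0282 to 0.0171 and *Mpped2* from -0.103 to 0.124. The variance filter turned the medians of unfolded protein (0.00508), heat shock (0.0269), oxidative phosphorylation (-0.000862) and immediate early genes (-0.0475), and median centring that of unfolded protein (0.00459). With 1 array left out, medians ranged from -0.000997 to 0.0838 for neural progenitors, from -0.169 to 0.0133 for cholesterol synthesis, from -0.0484 to 0.0491 for oxidative phosphorylation, from -0.0321 to 0.0587 for immediate early genes and from -0.00954 to 0.124 for fibroblast and muscle markers. Of 66 named genes past the threshold, 20 passed whichever array was left out. Detection calls were not used here, and 61 of the 752 changed genes had a mean below the median of all genes.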

Other observations

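The tests of the 2 added gene lists were chosen after the named genes had been seen, so they ran on lists picked for genes that had changed and decide nothing on their own. Of 34 measured homologous recombination and Fanconi genes, which repair broken and crosslinked DNA during S phase, 6 rose and none fell, and none is in another list (median log2 fold change 0.24, camera p = 3.46e-08, and p = 0.169 with an estimated correlation). Without *Brca1*, the only named gene among them, the median of the other 33 was 0.23 (camera p = 1.29e-07, and p = 0.175 with an estimated correlation). Besides *Brca1*, the genes that rose were the exonuclease gene *Exo1* (1.73-fold), *Rad51ap1* (1.64-fold), *Rad54l* (1.55-fold), *Rad54b* (1.47-fold) and *Fancd2* (1.43-fold), which are named here after their values were seen. The mean of this list lay at -0.21 on control replicate 1, 0.13 and 0.08 on the other controls, and at 0.31, 0.30 and 0.24 on the knockdown arrays.

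Of 18 measured catecholamine synthesis and storage genes, 5 fell and none rose: *Dbh*, *Slc18a2*, *Th*, *Slc18a1* and, named here after its value was seen, the granin *Chgb* (1.36-fold). The median was -0.04, camera gave p = 0.000163 (p = 0.0243 with an estimated correlation), and the list mean lay at -0.25, -0.22 and -0.21 on the knockdown arrays and between -0.04 and 0.03 on the controls. The 4 named genes carried much of this: for the other 14 members the median was 0.03 (camera p = 0.138, and p = 0.19 with an estimated correlation). These members went both ways and are named here after their values were seen: *Chga* had -0.34, *Cyb561* -0.26 and *Qdpr* -0.22, while *Ddc* had 0.04 and *Pnmt* 0.16. A fall of the whole pathway stays open.

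The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 752 changed genes, and 1 split (the real one) gave as many; the highest of the others was 24, for the split that exchanged control replicate 3 and knockdown replicate 3. For the absolute median of the DNA replication list the real value was 0.47 and the highest other 0.36, for mitosis 0.42 and 0.22, for synapse 0.0798 and 0.0793 and for chromatin modifiers 0.05 and 0.04, with 1 split as large, the real one, in each case.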
